# Regulation of *Drosophila* Intestinal Stem Cell Proliferation by Enterocyte Mitochondrial Pyruvate Metabolism

**DOI:** 10.1534/g3.119.400633

**Published:** 2019-09-05

**Authors:** Dona R. Wisidagama, Carl S. Thummel

**Keywords:** mitochondria, intestinal homeostasis, metabolism, stem cells

## Abstract

Multiple signaling pathways in the adult *Drosophila* enterocyte sense cellular damage or stress and signal to intestinal stem cells (ISCs) to undergo proliferation and differentiation, thereby maintaining intestinal homeostasis. Here we show that misregulation of mitochondrial pyruvate metabolism in enterocytes can stimulate ISC proliferation and differentiation. Our studies focus on the Mitochondrial Pyruvate Carrier (MPC), which is an evolutionarily-conserved protein complex that resides in the inner mitochondrial membrane and transports cytoplasmic pyruvate into the mitochondrial matrix. Loss of *MPC* function in enterocytes induces Unpaired cytokine expression, which activates the JAK/STAT pathway in ISCs, promoting their proliferation. Upd3 and JNK signaling are required in enterocytes for ISC proliferation, indicating that this reflects a canonical non-cell autonomous damage response. Disruption of lactate dehydrogenase in enterocytes has no effect on ISC proliferation but it suppresses the proliferative response to a loss of enterocyte MPC function, suggesting that lactate contributes to this pathway. These studies define an important role for cellular pyruvate metabolism in differentiated enterocytes to maintain stem cell proliferation rates.

Like most animals, the intestine of the fruit fly *Drosophila* is a self-renewing tissue in which a population of stem cells generates new differentiated cell types to replace those that are damaged and lost during normal life (Micchelli and Perrimon 2006; Ohlstein and Spradling 2006; Jiang *et al.* 2009; Lemaitre and Miguel-Aliaga 2013). The intestinal stem cells (ISCs) reside in the basal region of the intestine, adjacent to the visceral muscle, and undergo regulated division to maintain tissue homeostasis with complete replacement of the intestinal epithelium every few weeks under normal conditions. Dividing ISCs give rise to a new stem cell through the process of stem cell self-renewal as well as an enteroblast (EB) or secretory enteroendocrine (EE) cell. The EB, in turn, differentiates without cell division into an absorptive enterocyte (EC). The EEs and ECs, with a predominance of ECs, constitute the single cell layer of the intestinal epithelium, with an apical brush border that faces the lumen. This system of regulated stem cell self-renewal and differentiation is conserved through animal evolution, establishing *Drosophila* as an ideal genetic model to define the molecular mechanisms that maintain intestinal physiology and function.

Detailed studies over the past ten years have characterized signaling pathways in the *Drosophila* intestine that maintain proper levels of stem cell proliferation, self-renewal, and differentiation (Bonfini *et al.* 2016; Guo *et al.* 2016; Jiang *et al.* 2016; Miguel-Aliaga *et al.* 2018). These include a stress response pathway in ECs that senses cellular injury or infection and signals to ISCs to promote their proliferation. Acting in part through JNK signaling, this pathway results in the secretion of cytokines of the Unpaired family that activate canonical JAK/STAT signaling in ISCs (Buchon *et al.* 2009a; Jiang *et al.* 2009; Beebe *et al.* 2010; Lin *et al.* 2010). Genetic studies have demonstrated that this response in ISCs is dependent on the Domeless receptor and results in the downstream induction of the canonical JAK/STAT target gene *Socs36E*. The Sox21a transcription factor is also up-regulated by JAK/STAT signaling in ISCs and promotes their proliferation and differentiation (Meng and Biteau 2015; Zhai *et al.* 2015; Zhai *et al.* 2017). These signaling interactions, along with inputs from multiple other pathways, act together to maintain intestinal physiology and function in the adult fly.

Although multiple forms of stress, infection, and damage have been investigated as signals that trigger stem cell proliferation and differentiation, less is known about how changes in cellular metabolism might affect these pathways. Most of these studies have investigated how dietary nutrients can impact intestinal homeostasis. For example, dietary methionine or S-adenosylmethionine synthesis regulates protein synthesis in ISCs and Upd3 cytokine signaling from ECs to support stem cell division in fed animals (Obata *et al.* 2018). Similarly, dietary lipids acting through the Notch signaling pathway regulate EE cell number in the posterior midgut (Obniski *et al.* 2018), and the hexosamine biosynthetic pathway facilitates the proliferative effect of the insulin signaling pathway on ISCs (Mattila *et al.* 2018).

Our studies focus on genetic manipulation of the Mitochondrial Pyruvate Carrier (MPC) as a means of modulating mitochondrial pyruvate metabolism in a cell type-specific manner. The MPC is an evolutionarily-conserved obligate heterodimer of two proteins, MPC1 and MPC2, that resides in the inner mitochondrial membrane and transports pyruvate into the mitochondrial matrix (Bricker *et al.* 2012; Herzig *et al.* 2012). The MPC thus provides a key metabolic step that links cytoplasmic glycolysis with mitochondrial oxidative metabolism. Accordingly, a loss of the MPC results in reduced mitochondrial activity while MPC overexpression leads to increased pyruvate flux into mitochondria and increased oxidative metabolism (Bricker *et al.* 2012; Schell *et al.* 2014). These functions for the MPC place it in a critical position to modulate rates of aerobic glycolysis with downstream effects on cell proliferation. Consistent with this, our past studies have shown that the MPC is both necessary and sufficient in a stem cell autonomous manner to regulate ISC proliferation and maintain intestinal homeostasis in *Drosophila* (Schell *et al.* 2017).

Here we extend our earlier studies of the MPC in the *Drosophila* intestine by addressing roles for cellular pyruvate metabolism in differentiated ECs. We noticed that although a clonal loss of the MPC in ISCs resulted in increased proliferation it did not block their differentiation, leading to the formation of *MPC* mutant enterocytes. This led us to examine the possibility that a loss of the MPC in differentiated intestinal cells might have a non-autonomous effect on wild-type stem cell proliferation. Here we show that cell-specific loss of the *MPC* in ECs acts through the JNK and JAK/STAT signaling pathways to activate ISC proliferation in a non-autonomous manner. These studies establish a role for mitochondrial pyruvate metabolism in ECs to regulate ISC proliferation rates.

## Materials and Methods

### Fly strains

*Drosophila* stocks were maintained on standard food containing 3% sucrose, 6% glucose, 8% yeast, and 1% agar in a 25° incubator. For *dMPC1* genetic studies, control flies were homozygous for a precise excision of the *P(XP)CG14290[d00809] P*-element insertion and mutant flies were transheterozygous for the two deletion alleles, *dMPC1^1^* and *dMPC1^2^*, as described (Bricker *et al.* 2012). Transgenic lines are as follows: *UAS-dMPC1-RNAi* (Bricker *et al.* 2012), *UAS-PDH-E1-RNAi* (NIG 7010R-3), *UAS-PDH-E2-RNAi* (NIG 5261R-3), *UAS-LDH-RNAi* (Bloomington 33640), *UAS-Bsk^DN^* (Bloomington 6409), *UAS-upd3-RNAi* (Bloomington 28575), *upd3**.1-lacZ* (Jiang *et al.* 2011), and *10XSTAT92E-DGFP* (Bach *et al.* 2007). The *UAS-LDH-RNAi* transgenic line has been used previously for functional studies of this enzyme (Slaninova *et al.* 2016; Charlton-Perkins *et al.* 2017). *Tub-GAL80^ts^* was used to restrict RNAi to the adult stage in all experiments. The *10XSTAT92E-DGFP* and *w*; *myo1A-GAL4/CyO*; *Tub-GAL80^ts^*, *UAS-GFP/TM6B* stocks were a gift from B. Edgar.

### Histology and immunostaining

Intestines were dissected in 1xPBS and fixed with 4% formaldehyde (Polysciences Inc, EM grade) overnight at 4°. Tissues were washed four times with 0.1% Triton, 1xPBS (PBST) and incubated with appropriate primary antibodies at 4° overnight. Antibodies used: mouse anti-beta galactosidase (DSHB 40-1a) diluted 1:100 in PBST, chicken anti-GFP (Abcam ab13970) diluted 1:10,000, and rabbit anti-phospho-histone H3 (pHH3) diluted 1:1000 (Millipore 06-570). The tissues were then washed and incubated for 3-4 hr with the following secondary antibodies: donkey anti-mouse Cy3-conjugated antibodies (Jackson 715-165-157), donkey anti-rabbit Cy3-conjugated antibodies (Jackson 715-165-152), or goat anti-chicken Alexa-488 antibodies (Abcam ab150169). Samples were mounted using Vectashield (Vector, USA) with DAPI. Images were acquired using an Olympus FV1000 confocal microscope and assembled into Z stack projections for the figures.

### RNA-seq analysis

Adult *myo1A > mCherry-RNAi* animals (controls) and *myo1A > dMPC1-RNAi* animals, both with *Tub-GAL80^ts^* to restrict RNAi to the adult stage, were aged for 7 days. Four biological replicates of 15 intestines per genotype were dissected in 1x cold PBS and immediately transferred to Trizol on ice. RNA was extracted as described (Zymo Research RNA extraction kit R2051) and RNA quality was analyzed using a Agilent RNA ScreenTape assay. Total RNA from each biological replicate was subjected to Illumina HighSeq2000 50-cycle single-read sequencing. Standard replicate RNA-seq analysis was performed using USeq and DESeq analysis packages with alignment to the *D. melanogaster* dm3 genome assembly. Transcripts displaying a log2-fold change ≥0.6 in mRNA abundance and FDR ≤1% were considered as differentially expressed genes. RNA quality control, library preparation, sequencing, and data analysis were performed at the University of Utah High Throughput Genomics and Bioinformatics Core Facilities.

### GC-MS analysis

Control and *dMPC1* mutant animals were raised until 7 days of adulthood. Twenty females per sample were snap-frozen in liquid nitrogen and prepared for analysis by gas chromatography/mass spectrometry (GC/MS) as described (Tennessen *et al.* 2014). Data are presented from four independent experiments, each consisting 20 animals per condition. Sample preparation and GC/MS analysis were performed by the Metabolomics Core Research Facility at the University of Utah School of Medicine.

### N-acetyl cysteine feeding

Five day old adults were transferred to vials supplemented with 0.1% NAC (Sigma A7250) and shifted to 29°. Animals were maintained on this NAC supplemented diet for 7 days after which the intestines were dissected and subjected to antibody stains to detect pHH3.

### Statistical analysis

GraphPad PRISM 6 software was used to plot data and perform statistical analysis. Pairwise comparison p-values were calculated using a two-tailed Student’s *t*-test. Multiple comparison P values were calculated using one-way ANOVA with Sidak’s multiple test correction. Error bars depict the mean ± SEM.

### Data availability

A full list of all RNAi lines screened can be found above with the corresponding stock numbers. All reagents are also cited with regard to catalog number and source. RNA-seq data from this study can be accessed at NCBI GEO (accession number: GSE136211). Supplemental material available at FigShare: https://doi.org/10.25387/g3.9621263.

## Results and Discussion

### Mitochondrial pyruvate metabolism in enterocytes regulates stem cell proliferation

Previously we demonstrated that loss of MPC function in ISCs enhances their proliferation in a cell autonomous manner (Schell *et al.* 2017). During these studies we noticed that GFP-marked *dMPC1* mutant MARCM clones included mutant stem cells that differentiated into mature ECs or EEs. This observation raised the possibility that mutant differentiated cells might signal to adjacent wild-type ISCs, inducing their proliferation in a non-cell autonomous manner. To test this hypothesis, we targeted *dMPC1* RNAi specifically to ECs using the *myo1A-GAL4* driver and measured ISC proliferation by staining dissected intestines for phosphorylated histone H3 (pHH3) (Figure 1A, Supplementary Figure 1A). RNAi was temporally restricted to the adult stage by using *Tub-GAL80^ts^* (McGuire *et al.* 2004). Interestingly, this experiment revealed a major increase in ISC proliferation, more than twofold higher than we had seen with ISC-specific *Dl** > dMPC1* RNAi under similar conditions (Figure 1A, Supplementary Figure 1A) (Schell *et al.* 2017). This observation supports the conclusion that a loss of mitochondrial pyruvate metabolism in differentiated ECs can impact ISC proliferation rates.

**Figure 1:**
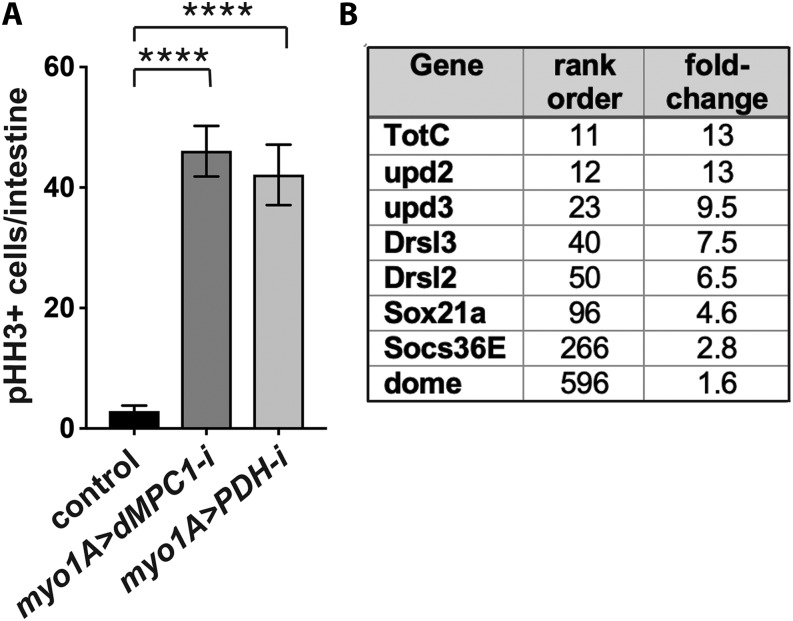
Reduced mitochondrial pyruvate metabolism in enterocytes increases stem cell proliferation in a non-autonomous manner. (A) The EC-specific *myo1A-GAL4* driver was used to target RNAi for *mCherry* (control), *dMPC1*, or *PDH-E1* in the presence of *Tub-GAL80^ts^*. The number of cells staining positive for phosphorylated histone H3 (pHH3+ cells) was quantified per intestine after shifting 4-5 day old animals to 29°C for seven days. Data are plotted as the mean ± SEM, n ≥ 20 animals for each condition, ****P ≤ 0.0001. (B) Genes that encode key components in the JAK/STAT signaling pathway increase their expression in *myo1A > dMPC1-RNAi* intestines. Data from Supplementary Table 1 is depicted for genes involved in JAK/STAT signaling in the intestine, showing their rank order in the RNA-seq dataset and fold-change increase in expression relative to the control.

To confirm that this response is due to changes in EC pyruvate metabolism, we conducted a similar experiment using *myo1A-GAL4* to target RNAi for a gene encoding part of the pyruvate dehydrogenase (PDH) complex. PDH acts downstream from the MPC in the mitochondrial matrix where it catalyzes the conversion of pyruvate into acetyl-CoA, which is the initial metabolite in the tricarboxylic acid (TCA) cycle. Quantification of pHH3-staining cells in *myo1A > PDH* RNAi intestines revealed a major increase in ISC proliferation, similar to that seen with *dMPC1* RNAi (Figure 1A). Taken together, these results indicate that disruption of pyruvate metabolism in ECs is sufficient to induce ISC proliferation in a non-cell autonomous manner.

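RNA from dissected intestines was sequenced after 7 days of RNAi, which was induced in adults aged 4 to 5 days. The *myo1A-GAL4* driver directs *dMPC1* RNAi to enterocytes, and RNAi against *mCherry*, a fluorescent protein that flies lack, served as the control. The target transcript, *dMPC1* (Mpc1 in the files, FBgn0038662), went from 3025 ± 126 normalized counts (SD, n = 2) in *myo1A > mCherry-RNAi* intestines to 821 ± 19.0 (SD, n = 3) in *myo1A > dMPC1-RNAi* intestines. This is a log2 fold change of −1.88 (standard error 0.08, adjusted p = 4.83e-05 from limma). *CG9396*, a paralog of the gene for the second carrier subunit, fell by 1.31 on the log2 scale (standard error 0.16, adjusted p = 0.00187 from limma). That call was lost without control replicate 1 (adjusted p = 0.0295), control replicate 3 (0.0130) or *myo1A > dMPC1-RNAi* replicate 2 (0.0114). *CG9399*, which encodes that subunit, had a log2 fold change of −0.73 that did not pass the test (adjusted p = 0.0218 from limma).

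Values per library were analysed here for control replicates 1 and 3 and for *myo1A > dMPC1-RNAi* replicates 1, 2 and 3, and control replicate 2 was not analysed here. The paper's methods give 4 biological replicates of 15 intestines per genotype, while the sample labels number 3 per genotype. The control libraries held 14290610 and 14667770 reads in genes, and the *myo1A > dMPC1-RNAi* libraries 12838791 to 14938336 (median 13103251). The authors sequenced 50-cycle single reads, aligned them to the dm3 assembly and used the USeq and DESeq packages. The deposited values are gene counts that the authors divided by 1 size factor per library. limma with a mean-variance trend was run here on log2(normalized count + 1), a scale that understates the change of low genes, over genes with a mean of at least 10 normalized counts. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 0.6 in size, the thresholds in the paper's methods.

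Of 8921 genes tested, 627 rose and 599 fell. Among called genes whose libraries did not overlap between the groups, the largest rises included *CG14499*, from 61.8 ± 2.22 (SD, n = 2) to 10277 ± 1529 (SD, n = 3) normalized counts, *CG32368*, with a log2 fold change of 6.88, and *Hsp68*, a heat shock protein gene that overlaps other genes on the opposite strand, with 6.80. *Dscam4*, a gene for a cell adhesion molecule, fell by 5.36 (adjusted p = 1.03e-04 from limma). These 4 calls held without any 1 library. All 4 genes, and *CG32379*, are among 22 called genes whose libraries in one group stood at no more than 5% of every library in the other. Such genes could mark chromosome segments of another strain, a case that stays open in the closing part. Leaving out 1 library does not bear on that case. *CG32379* went from 168 ± 27.7 normalized counts (SD, n = 2) to 0 in each of the 3 *myo1A > dMPC1-RNAi* libraries, at least 62.2-fold lower at a floor of 3 reads per library. Its call was lost without control replicate 1 (adjusted p = 0.0137 from limma) or control replicate 3 (0.0117). The number of genes that rose was 128 without control replicate 1, 202 without control replicate 3, 261 without *myo1A > dMPC1-RNAi* replicate 2 and 336 without *myo1A > dMPC1-RNAi* replicate 3, and the number that fell was 59, 105, 288 and 358. Without *myo1A > dMPC1-RNAi* replicate 1, 895 genes rose and 1040 fell.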

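Intestines of *dMPC1* mutants, transheterozygous for a pair of deletion alleles, were sequenced beside those of precise excision controls, which carry an intact *dMPC1* gene. The Mpc1 transcript stood at 1997 normalized counts in the precise excision library and at 5.31 and 13.7 in the mutant libraries, a log2 fold change of −7.70 (standard error 0.47, adjusted p = 1.46e-04 from limma). *Jon66Cii*, a gene for a Jonah serine protease of the gut, went from 599 to 12.8 and 8.55 normalized counts, and *CG7542* from 5273 to 25.0 and 23.9. The lysozyme gene *LysC*, which may share reads with its close paralogs, went from 155 to 2878 and 3375. *ImpL3*, the lactate dehydrogenase gene, went from 1782 to 787 and 599, a log2 fold change of −1.38 (standard error 0.18, adjusted p = 0.00450 from limma). With *dMPC1* RNAi its log2 fold change went the other way, 0.53 to 0.75 over 14 settings, and was not called in the limma fit described above. Over these settings, which use limma, DESeq2 or edgeR, its smallest adjusted p was 3.66e-04, so the absence of a call may depend on the fit. The fall of *ImpL3* in mutants was called in 5 of 10 settings. In the fit of all libraries together, the *ImpL3* call was lost (adjusted p = 0.01002 from limma), with 0.0159 without mutant replicate 1 and 0.0425 without mutant replicate 2, while the calls of Mpc1, *Jon66Cii*, *CG7542* and *LysC* held.

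The labels give the age of these adults as 7 to 10 days. Mutant replicates 1 and 2 held 21918521 and 7362983 reads in genes and precise excision replicate 2 held 12737636. The other 3 libraries that the labels number were not analysed here. The authors scaled these libraries together with those of the RNAi experiment. Of 8794 genes tested, 115 rose and 210 fell. The spread in this comparison comes from the 2 mutant libraries alone (1 residual degree of freedom, with a prior worth 6.30), so the lone control library is assumed to vary like the mutants. The quasi-likelihood test of edgeR on whole reads recovered from the values called 33 and 99, the fit of all libraries together 47 and 147, and limma with no filter on low genes called 0, with 1842 genes at an unadjusted p under 0.05. In the fit of all libraries together, 28 rose and 73 fell without mutant replicate 1, and 18 and 79 without mutant replicate 2.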

To gain insights into the molecular mechanisms by which ECs might be signaling to ISCs, we conducted genome-wide RNA sequencing analysis using dissected intestines from *dMPC1* mutants and *myo1A > dMPC1-RNAi* animals (Supplementary Table 1). Interestingly, the *myo1A > dMPC1-RNAi* dataset included increased expression of multiple canonical markers of the JAK/STAT pathway (Figure 1B). This included the inflammatory cytokine genes *upd2* and *upd3* among the top most affected genes, as well as the inflammatory-responsive Drosomycin genes *Drsl2* and *Drsl3*, the gene encoding the Domeless cytokine receptor, and the canonical JAK/STAT target genes *Sox21a* and *Socs36E* (Figure 1B). This response is consistent with the well-established signaling pathway by which stressed or damaged ECs signal to ISCs to promote their proliferation and differentiation (Buchon *et al.* 2009a; Buchon *et al.* 2009b; Jiang *et al.* 2009; Beebe *et al.* 2010; Lin *et al.* 2010).

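Of 13 measured genes of the JAK/STAT pathway, 5 rose in *myo1A > dMPC1-RNAi* intestines, 0 fell and 8 did not pass limma's test (5 rose when adjusted over the list alone). The genes that rose encode the cytokines Upd2 and Upd3, the receptor Domeless, the feedback inhibitor Socs36E and the stress-induced peptide TotC. All 5 are genes of Figure 1B, which the study chose on these samples. The tests of this list that follow are thus not independent evidence. *hop* and *Stat92E* were picked after their values were seen. *hop*, which encodes the fly Janus kinase, stood at 527 ± 41.5 normalized counts (SD, n = 2) in controls and at 519 ± 36.5 (SD, n = 3) with *dMPC1* RNAi. *Stat92E*, the gene for the transcription factor of the pathway, stood at 3282 ± 47.6 (SD, n = 2) and 3682 ± 107 (SD, n = 3). Its log2 fold change of 0.17 did not pass the test (adjusted p = 0.133 from limma). The median log2 fold change over the 13 genes was 0.10 and the mean 1.19. limma's camera test used a preset correlation of 0.01 between genes and adjustment over 24 lists. It gave an adjusted p of 0.0295 for higher expression of the list, and an adjusted p = 0.317 with an estimated correlation. That estimate, here and below, rests on 3 residual degrees of freedom with RNAi, so failing it decides little. limma's fry test, which asks whether the genes of a list change in a common direction at all, gave an adjusted p of 0.00146. Without control replicate 1, control replicate 3, *myo1A > dMPC1-RNAi* replicate 2 or *myo1A > dMPC1-RNAi* replicate 3, *dome* was no longer called and 4 genes of the list rose.

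The 8 genes of Figure 1B all rose, with a median log2 fold change of 4.13 (8 when adjusted over the list alone). The study chose them on these samples, so their number is not independent evidence. camera gave an adjusted p of 1.21e-06 for this list, and an adjusted p = 0.308 with an estimated correlation. Without control replicate 1, 5 of the 8 rose.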

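The cytokine genes were close to silent in *myo1A > mCherry-RNAi* intestines. In the precise excision library, the control of the mutant experiment, *upd2* and *upd3* stood 1.47 and 3.35 higher on the log2 scale. In that library 7 of the 8 genes of Figure 1B lay above both *myo1A > mCherry-RNAi* libraries. *upd2* (FBgn0030904, on the X chromosome) went from 3.23 ± 1.63 normalized counts (SD, n = 2) in *myo1A > mCherry-RNAi* intestines to 116 ± 5.54 (SD, n = 3) with *dMPC1* RNAi, a log2 fold change of 4.85 (standard error 0.29, adjusted p = 2.05e-04 from limma). *upd3* (FBgn0053542, also on the X chromosome) went from 16.9 ± 8.42 (SD, n = 2) to 293 ± 34.4 (SD, n = 3), a change of 4.12 (standard error 0.29, adjusted p = 2.66e-04 from limma). *dome* (FBgn0043903), the gene for their receptor, already stood at 981 ± 87.2 (SD, n = 2) in controls and reached 1530 ± 83.0 (SD, n = 3), a change of 0.64 (standard error 0.09, adjusted p = 0.00358 from limma).

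The remaining genes of Figure 1B had larger log2 fold changes than *dome*, a difference that was not itself tested. *Socs36E* (FBgn0041184, on 2L) went from 525 ± 122 (SD, n = 2) to 2065 ± 122 (SD, n = 3) normalized counts, a log2 fold change of 1.99 (adjusted p = 3.02e-04 from limma). *Sox21a* (FBgn0036411, on 3L), a transcription factor gene of intestinal progenitors, went from 76.4 ± 24.3 (SD, n = 2) to 427 ± 47.9 (SD, n = 3), a change of 2.50 (adjusted p = 4.53e-04 from limma). *TotC* (FBgn0044812, on 3R), which may share reads with other Turandot genes, went from 4.85 ± 2.44 (SD, n = 2) to 146 ± 30.2 (SD, n = 3), a change of 4.69 (adjusted p = 2.43e-04 from limma). The *Drosomycin*-like genes lie on 3L and are close copies, so reads could be split between them. *Drsl2* (FBgn0052279) went from 2.19 and 7.28 normalized counts in the controls to 129, 304 and 467 (log2 fold change 5.69, standard error 0.61, adjusted p = 0.00107 from limma). *Drsl3* (FBgn0052283) went from 4.71 ± 5.11 (SD, n = 2) to 79.5 ± 22.5 (SD, n = 3) (4.15, standard error 0.62, adjusted p = 0.00377 from limma).

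For each of the 8 genes, every *myo1A > dMPC1-RNAi* library lay above both control libraries, an order that 1 gene reaches by chance in 10% of random splits. The calls of *upd2*, *upd3*, *TotC*, *Socs36E* and *Sox21a* held without any 1 library. The *Drsl2* call was lost without control replicate 1 (adjusted p = 0.0160), and the *Drsl3* call without control replicate 1 (0.0111), *myo1A > dMPC1-RNAi* replicate 2 (0.0191) or *myo1A > dMPC1-RNAi* replicate 3 (0.0187). For *dome*, the adjusted p from limma was 0.0538 without control replicate 1, 0.0228 without control replicate 3, 0.0200 without *myo1A > dMPC1-RNAi* replicate 2 and 0.0163 without *myo1A > dMPC1-RNAi* replicate 3.

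**Figure D1:**
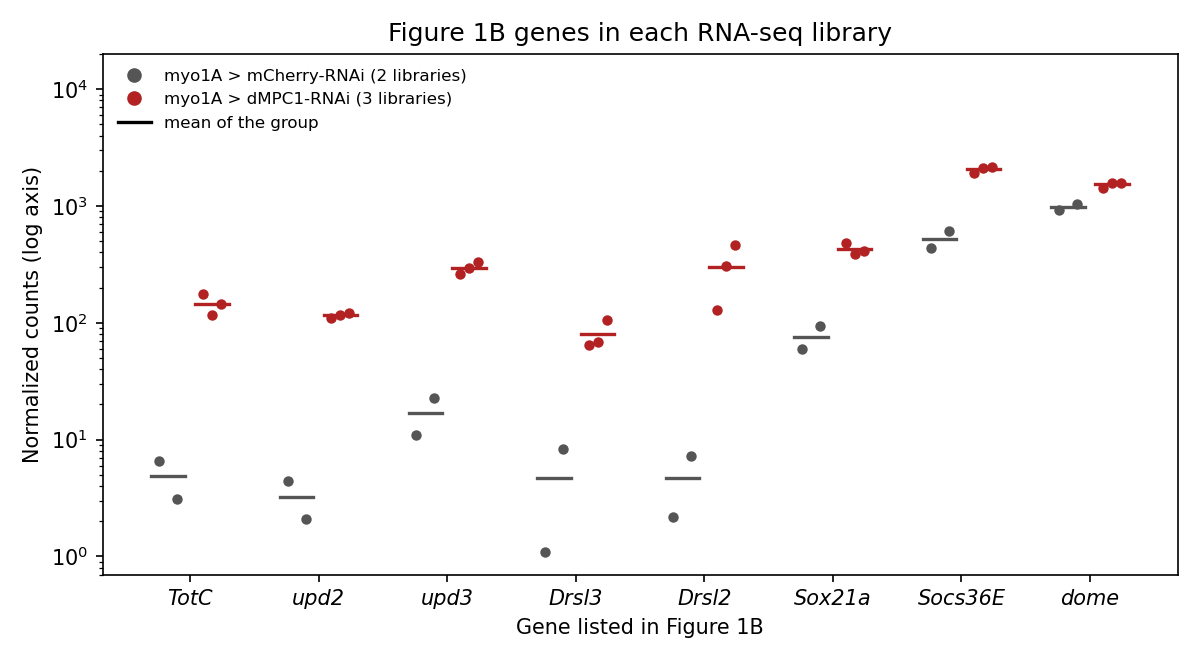
Normalized counts of the 8 genes of Figure 1B on a log axis, with 1 point per library and a bar at each group mean, for control intestines (2 libraries) and *myo1A > dMPC1-RNAi* intestines (3 libraries). *upd2* lies at 3.23 against 116 and *dome* at 981 against 1530 (group means).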

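Among genes of cell division and of intestinal progenitors, more rose than fell in *myo1A > dMPC1-RNAi* intestines. Of 30 measured cell cycle genes, 22 rose, 0 fell and 8 did not pass the test (25 rose when adjusted over the list alone), with a median log2 fold change of 2.74. *PCNA*, the sliding clamp gene of DNA replication, went from 16.5 ± 4.67 normalized counts (SD, n = 2) to 163 ± 18.4 (SD, n = 3). The helicase genes *Mcm6* and *Mcm7* had log2 fold changes of 2.20 and 2.73, *Mcm7* overlapping a gene on the opposite strand, and the ribonucleotide reductase gene *RnrL* had 3.39 (standard error 0.26, adjusted p = 3.48e-04 from limma). camera gave an adjusted p of 1.44e-13 for the list, and an adjusted p = 0.317 with an estimated correlation. The calls of these 4 genes held without any 1 library. In the list, 10 rose without control replicate 1, 15 without control replicate 3, 12 without *myo1A > dMPC1-RNAi* replicate 2 and 13 without *myo1A > dMPC1-RNAi* replicate 3.

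Of 12 progenitor genes, 6 rose, 1 fell and 5 did not pass (6 and 1 when adjusted over the list alone). *Sox100B*, a transcription factor gene, went from 90.2 ± 0.411 (SD, n = 2) to 344 ± 26.7 (SD, n = 3), and *Dl*, the gene for the Notch ligand of intestinal stem cells, from 54.5 ± 3.54 (SD, n = 2) to 142 ± 3.63 (SD, n = 3). camera gave an adjusted p of 1.82e-04, and an adjusted p = 0.308 with an estimated correlation. The *Dl* call was lost without control replicate 1 (adjusted p = 0.0121 from limma) or control replicate 3 (0.0114). The list then held 2 genes that rose in each case, and 4 without *myo1A > dMPC1-RNAi* replicate 2 or 3. Of 11 enteroendocrine peptide genes, 2 rose and 1 fell (2 and 1 when adjusted over the list alone). *CCHa1*, which encodes a peptide hormone, rose by 2.00 and held without any 1 library, and the number that rose was 1 without control replicate 1, control replicate 3 or *myo1A > dMPC1-RNAi* replicate 2. The list as a whole did not pass camera (adjusted p = 0.157) but passed fry for higher expression (adjusted p = 0.0286).

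Of 17 genes of the JNK pathway and its targets, 2 rose and 1 fell (3 and 1 when adjusted over the list alone). The list did not pass camera (adjusted p = 0.0836) but passed fry for higher expression (adjusted p = 0.0338). *Ets21C*, a JNK target gene that overlaps a gene on the opposite strand, went from 98.4 ± 15.2 (SD, n = 2) to 397 ± 18.6 (SD, n = 3), a call that held without any 1 library. Without control replicate 1 or control replicate 3, 1 gene of the JNK list rose and 0 fell, and without *myo1A > dMPC1-RNAi* replicate 2, 2 rose and 0 fell. *kay*, which encodes the fly Fos, rose by 0.82 (adjusted p = 0.00102 from limma), and its call was lost without control replicate 1 (0.0203) or control replicate 3 (0.0198). *puc*, the JNK phosphatase gene, picked after its value was seen, had a log2 fold change of 0.03 (adjusted p = 0.822 from limma). Of 8 genes of the EGFR pathway, 2 rose (2 when adjusted over the list alone). These were *rho*, the gene for the protease that releases EGFR ligands, with 3.15 (standard error 0.47), and the transcription factor gene *pnt*, with 0.80 (standard error 0.08). The *rho* call was lost without control replicate 1 (adjusted p = 0.0159 from limma) or *myo1A > dMPC1-RNAi* replicates 2 (0.0212) or 3 (0.0176), and the *pnt* call without control replicate 1 (0.0213) or control replicate 3 (0.0155). camera gave an adjusted p of 0.0390 for the EGFR list, and an adjusted p = 0.480 with an estimated correlation. Without control replicate 1, 0 genes of the EGFR list rose, and 1 did without control replicate 3, *myo1A > dMPC1-RNAi* replicate 2 or *myo1A > dMPC1-RNAi* replicate 3. Of 6 antimicrobial peptide genes, 3 rose (3 when adjusted over the list alone), *AttD* beside the *Drosomycin*-like genes, and the list did not pass camera (adjusted p = 0.208). The number was 0 without control replicate 1, 2 without control replicate 3 or *myo1A > dMPC1-RNAi* replicate 3, and 1 without *myo1A > dMPC1-RNAi* replicate 2. The *AttD* call was lost without control replicate 1 (adjusted p = 0.0796 from limma), control replicate 3 (0.0513) or *myo1A > dMPC1-RNAi* replicate 2 (0.0344).

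Egg chamber transcripts were present in *myo1A > dMPC1-RNAi* replicate 1, beside the rise of the cell cycle genes. *osk*, an oocyte gene, stood at 90.5 normalized counts there and at 0.960 and 2.45 in replicates 2 and 3, and *nos* at 45.7, 0.960 and 2.45. *CycB*, a cell cycle gene picked after its values were seen, stood at 542, 86.4 and 77.6. Of 3 egg chamber genes, 0 passed limma's test (0 at an unadjusted p under 0.05, and 0 by DESeq2 or edgeR). Without *myo1A > dMPC1-RNAi* replicate 1, 24 of 29 cell cycle genes rose. Of 15 visceral muscle genes, 1 fell, *sls* (1 when adjusted over the list alone), and 0 did without control replicate 1 (adjusted p of *sls* 0.0308 from limma), control replicate 3 (0.0320) or *myo1A > dMPC1-RNAi* replicate 2 (0.0129). camera gave an adjusted p of 0.0295 for lower expression of the muscle list, and an adjusted p = 0.510 with an estimated correlation. The muscle list did not pass fry (adjusted p = 0.052). The paper regards the rise of the JAK/STAT genes as compatible with the known pathway through which stressed or damaged ECs signal to ISCs.

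**Figure D2:**
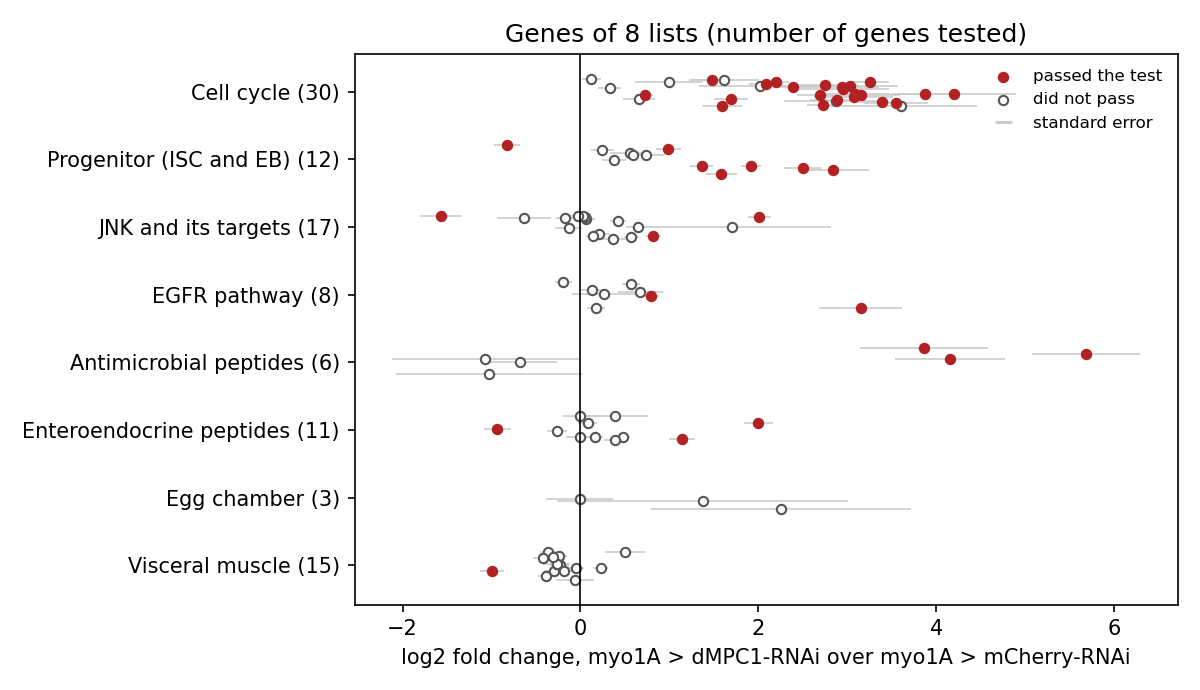
Log2 fold change of each measured gene in 8 lists, *myo1A > dMPC1-RNAi* against control intestines, with 1 point per gene, filled where the gene passed the test, and a grey bar for its standard error. In the cell cycle list 22 of 30 points are filled, and in the egg chamber list 0 of 3.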

### Enterocytes require Upd3 and JNK signaling to indirectly control stem cell proliferation

If ECs initiate cytokine signaling in response to a loss of the MPC then we would expect to see increased *upd3* expression in these cells accompanied by elevated JAK/STAT signaling and proliferation in ISCs. To test this possibility, we used *myo1A-GAL4* to target *dMPC1* RNAi in ECs in the presence of the *upd3**.1-lacZ* and *10XSTAT92E-DGFP* reporters (Bach *et al.* 2007; Jiang *et al.* 2011). As expected, *myo1A > dMPC1* RNAi resulted in increased ISC proliferation relative to controls as detected by pHH3 antibody staining (Figure 2A-D, red nuclei). In addition, ECs displayed varying levels of elevated *upd3**.1-lacZ* expression. Moreover, we could detect cells adjacent to these ECs that display high levels of *10XSTAT92E-DGFP* expression. Although we did not determine the identity of these GFP-expressing cells, their small size and triangular shape suggest that they represent ISCs, pre-ECs, or EBs (Figure 2D). Taken together, these observations are consistent with canonical cytokine signaling from ECs to ISCs, activating the JAK/STAT pathway and promoting ISC proliferation.

**Figure 2:**
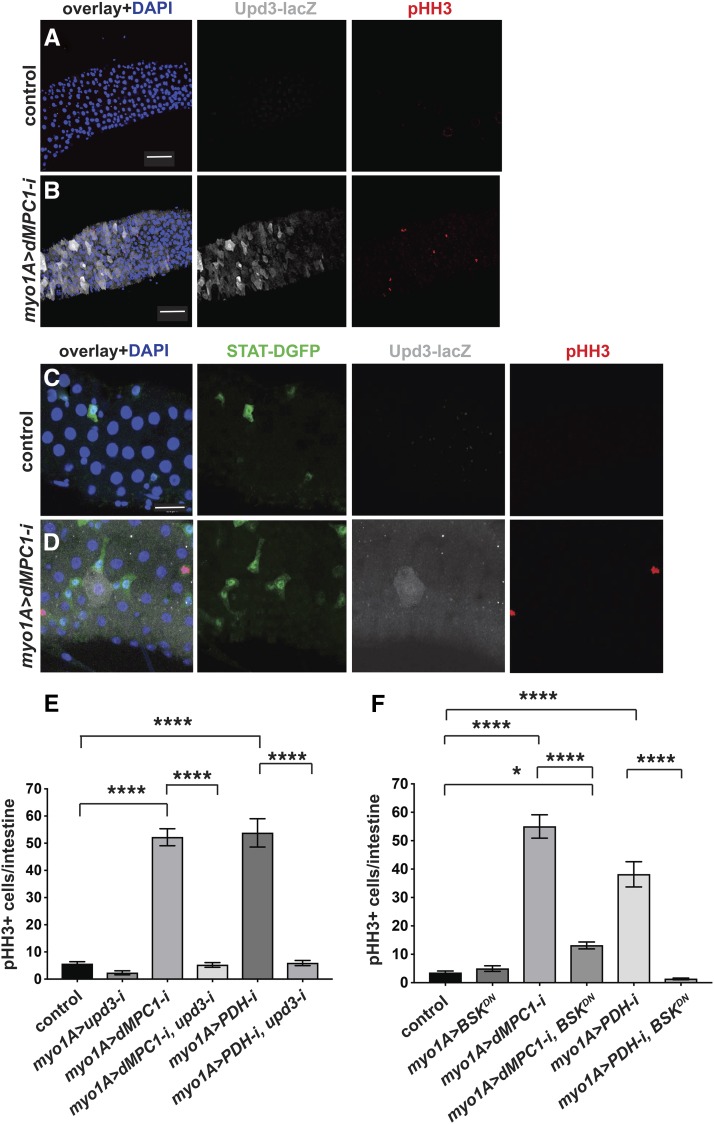
*MPC* loss of function in enterocytes requires UPD3 and JNK to indirectly control stem cell proliferation. The *myo1A-GAL4* driver was used to target RNAi for *mCherry* (control) (A,C) or *dMPC1* (B,D) in the presence of *Tub-GAL80^ts^*. The *upd3**.1-lacZ* reporter (gray, A-D) and *10xSTAT92E-DGFP* reporter (green, C,D) were used to detect Upd3 expression and JAK/STAT activation, respectively, by immunohistochemistry. Proliferating ISCs are marked by staining for pHH3+ cells (red) and nuclei are stained with DAPI (blue). Panels 2A,B and 2C,D are from independent experiments and depict the R4 region of the intestine. Scale bars represent 50 µm (A,B) and 20 µm (C,D). (E) The *myo1A-GAL4* driver was used to target RNAi for *mCherry* (control), *dMPC1*, *PDH-E1*, or *upd3*, either alone or in combination as shown, in the presence of *Tub-GAL80^ts^*. The number of cells staining positive for phosphorylated histone H3 (pHH3+ cells) was quantified per intestine after shifting 4-5 day old animals to 29°C for seven days. Data are plotted as the mean ± SEM, n ≥ 20 animals for each condition. (F) The *myo1A-GAL4* driver was used to target *mCherry* RNAi (control), *dMPC1* RNAi, *PDH-E2* RNAi, or *Bsk^DN^* expression, either alone or in combination as shown, in the presence of *Tub-GAL80^ts^*. The number of cells staining positive for phosphorylated histone H3 (pHH3+ cells) was quantified per intestine after shifting 4-5 day old animals to 29°C for seven days. Data are plotted as the mean ± SEM, n ≥ 20 animals for each condition. ****P ≤ 0.001, *P ≤ 0.05.

Genetic studies have demonstrated that *upd3* is the main cytokine that controls JAK/STAT signaling in the intestine (Osman *et al.* 2012). We therefore set out to determine if *upd3* is required in ECs for the effect on ISC proliferation. As expected, *myo1A > dMPC1* RNAi resulted in a dramatic increase in proliferating cells in the intestine (Figure 2E) and this response was unaffected by including nonspecific *mCherry* RNAi in the genetic background (Supplementary Figure 1B). EC-specific *myo1A > **upd3* RNAi alone had no effect on proliferation rates relative to the control (Figure 2E). However, the elevated proliferation seen with *myo1A > dMPC1* RNAi was eliminated by including *upd3* RNAi in the genetic background (Figure 2E). A similar effect was seen when *myo1A-GAL4* was used to drive *PDH* RNAi and *upd3* RNAi in ECs (Figure 2E). Taken together these observations support the model that a loss of mitochondrial pyruvate metabolism in the ECs acts through Upd3 cytokine signaling to activate stem cell proliferation.

The JNK pathway is activated by cellular damage and stress in ECs and required for Upd3 cytokine expression (Buchon *et al.* 2009a; Jiang *et al.* 2009). We therefore asked if the non-cell autonomous control of stem cell proliferation caused by changes in EC pyruvate metabolism is dependent on JNK signaling. For this purpose, we used *myo1A-GAL4* to drive the expression of a dominant-negative form of JNK using the *UAS-Bsk^DN^* construct in either the presence or absence of *UAS-dMPC1-RNAi* or *UAS-PDH-RNAi*. EC-specific expression of *Bsk^DN^* had no effect on the basal rate of ISC proliferation (Figure 2F). In contrast, combining this expression with either *dMPC1* RNAi or *PDH* RNAi resulted in a major reduction in ISC proliferation (Figure 2F). These observations indicate that JNK signaling is required in ECs for the non-cell autonomous effect of EC mitochondrial pyruvate metabolism on ISC proliferation.

### dMPC1 mutants have elevated levels of lactate

Although a number of studies have addressed how stress signaling pathways in ECs can promote ISC proliferation, much less is known about how metabolic changes might impact this response. One possibility is that the mitochondrial dysfunction resulting from reduced levels of pyruvate oxidation might lead to an increase in oxidative stress. However, feeding the dietary antioxidant N-acetylcysteine (NAC) to animals with EC-specific *dMPC1* RNAi had no effect on the rate of ISC proliferation (Supplementary Figure 1C). A similar treatment of *dSdhaf3* mutants in our lab was sufficient to rescue the oxidative stress caused by a loss of Succinate Dehydrogenase activity (Na *et al.* 2014). Although further studies are needed to definitively conclude that oxidative stress is not contributing to the non-autonomous effect of EC metabolism on ISC proliferation, this result provides support for this possibility.

An alternative model is that changes in the level of one or more metabolite in *MPC* mutant ECs might provide a signal that is sensed by the stress response pathway. Although we attempted to perform untargeted GC/MS metabolomic analysis on dissected *Drosophila* intestines we were unable to generate reproducible data using this approach. Accordingly, we used GC/MS to profile basic metabolites in extracts from whole control animals and *dMPC1* mutants. We used mature adult females maintained on a diet containing 8% yeast 3% sucrose and 6% glucose for seven days in order to reproduce the experimental conditions used for the functional studies in this paper. As expected, the loss of *MPC* function leads to a backup in glycolytic intermediates, including elevated levels of glucose, sorbitol, pyruvate, and lactate (Figure 3). This is accompanied by reduced levels of TCA cycle intermediates along with reduced proline, which is a major amino acid for anaplerotic input into the TCA cycle in insects (Teulier *et al.* 2016). These results are consistent with our previous observation that *dMPC1* mutants are hyperglycemic and display shifts in the levels of metabolic intermediates that are consistent with reduced mitochondrial pyruvate import (Bricker *et al.* 2012; McCommis *et al.* 2016).

**Figure 3:**
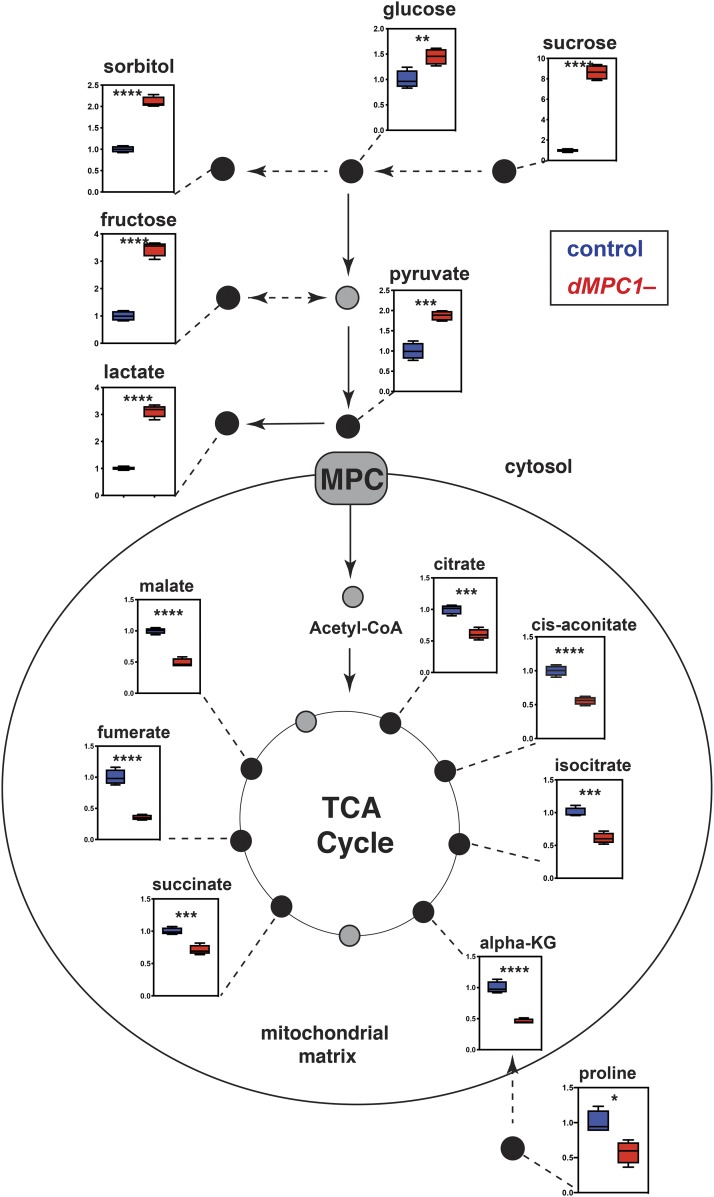
*dMPC1* mutants have increased glycolytic intermediates and reduced TCA cycle intermediates. GC/MS metabolomic profiling of controls (blue bars) and *dMPC1* mutants (red bars) on a diet containing 9% sugar and 8% yeast. Data are graphically represented as a box plot, with the box representing the lower and upper quartiles, the horizontal line representing the median, and the bars representing the minimum and maximum data points. Mutant values are normalized to the control and fold changes in metabolite levels are displayed. n = 4 independent experimental collections. ****P ≤ 0.0001, ***P ≤ 0.001, **P ≤ 0.01 *P ≤ 0.05.

### LDH is required in enterocytes for non-cell autonomous effects on stem cell proliferation

We noted from our metabolomic analysis that lactate is increased ∼threefold in *dMPC1* mutants compared to controls (Figure 3). Clearly, whole animal metabolomic analysis might not reflect metabolic changes that take place in specific intestinal cell types. Nonetheless, this provides a starting point to address how a shift in cellular metabolite levels due to a loss of the MPC might lead to a stress response in ECs. In addition, lactate production by LDH plays an important role in mediating the effects of hexosamine biosynthesis on ISC proliferation in the *Drosophila* intestine (Mattila *et al.* 2018). Moreover, changes in LDH activity could affect NAD levels and thus indirectly impact cellular redox state, which has been shown to regulate intestinal JNK signaling and ISC proliferation (Hochmuth *et al.* 2011; Wang *et al.* 2014). We thus set out to determine if LDH might be required for the increased expression of Upd3 in ECs lacking the MPC. We used *myo1A-GAL4* to direct *LDH* RNAi in ECs in the presence of the *upd3**.1-lacZ* reporter. Under these conditions we saw no detectable Upd3 expression, similar to controls (Figure 4A,D). Adding *dMPC1* RNAi to this genetic background, however, revealed that the enhanced expression of Upd3 seen upon a loss of the MPC in ECs is suppressed by including *LDH RNAi* (Figure 4B,E). A similar effect was observed when *myo1A-GAL4* was used to drive *PDH* RNAi in the presence or absence of *LDH* RNAi (Figure 4C,F). Importantly, we also saw a non-cell autonomous effect on ISC proliferation as measured by staining for pHH3 (Figure 4A-F). Quantitation of this effect revealed that the increased ISC proliferation seen upon *dMPC1* or *PDH* RNAi in ECs is effectively suppressed by including *LDH* RNAi in these genetic backgrounds (Figure 4G). Taken together, these observations suggest that lactate production is required in ECs for the elevated expression of the Upd3 cytokine in response to reduced mitochondrial pyruvate metabolism.

**Figure 4:**
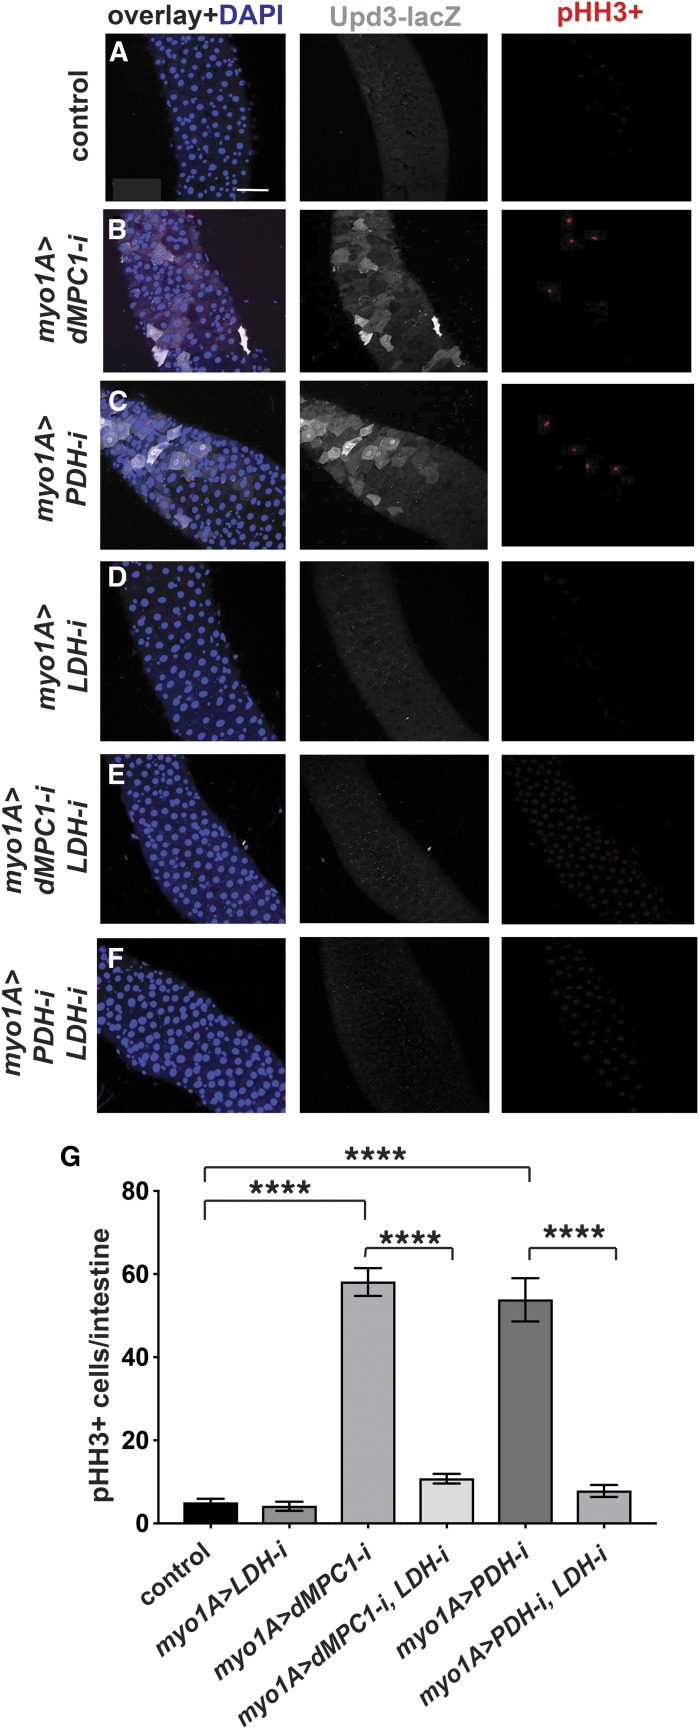
LDH is required in enterocytes for the non-autonomous effect of *MPC* loss on stem cell proliferation. (A-F) The *myo1A-GAL4* driver was used to target RNAi for *mCherry* (A), *dMPC1* (B,E), *PDH-E1* (C,F), and *LDH* (D-F) in the presence of *Tub-GAL80^ts^*. The *upd3**.1-lacZ* reporter (gray) was used to detect Upd3 expression, proliferating ISCs are marked by staining for pHH3+ cells (red), and nuclei are stained with DAPI (blue). Images depict the R4 region of the intestine. Scale bar represents 50 µm. (G) The *myo1A-GAL4* driver was used to target RNAi for *mCherry* (control), *LDH*, *dMPC1*, or *PDH-E1* in the presence of *Tub-GAL80^ts^*. The number of cells staining positive for phosphorylated histone H3 (pHH3+ cells) was quantified per intestine after shifting 4-5 day old animals to 29°C for seven days. Data are plotted as the mean ± SEM, n ≥ 20 animals for each condition. ****P ≤ 0.0001.

### Reduced EC pyruvate metabolism indirectly regulates ISC proliferation

In conclusion, our studies demonstrate that a disruption in mitochondrial pyruvate metabolism in ECs activates JAK/STAT signaling resulting in a non-cell autonomous effect on ISC proliferation. Our work supports the model that elevated lactate levels generated by LDH are an important stress signal in ECs that lack MPC function (Figure 5). We cannot, however, rule out other roles for LDH in these pathways, such as its contributions to NAD production or 2-hydroxyglutarate synthesis (Hochmuth *et al.* 2011; Wang *et al.* 2014; Li *et al.* 2017). This stress acts through the canonical JNK pathway to result in Upd3 cytokine expression that, in turn, can signal to ISCs. This signaling activates the JAK/STAT pathway which promotes stem cell proliferation, resulting in the production of new differentiated intestinal cells that can replace those cells that have mitochondrial dysfunction. These functional interactions parallel those of other studies that have demonstrated a critical role for JNK and JAK/STAT signaling in maintaining intestinal homeostasis under conditions of tissue stress, infection, or damage (Jiang and Edgar 2011; Miguel-Aliaga *et al.* 2018). Our results are also consistent with prior reports that mitochondrial function is important for intestinal homeostasis in response to stress and aging in *Drosophila* (Koehler *et al.* 2017; Deng *et al.* 2018). This work expands these studies to include a specific role for pyruvate metabolism in ECs and provides a foundation for future efforts aimed at understanding how changes in cellular physiology can modulate intestinal homeostasis and function.

**Figure 5:**
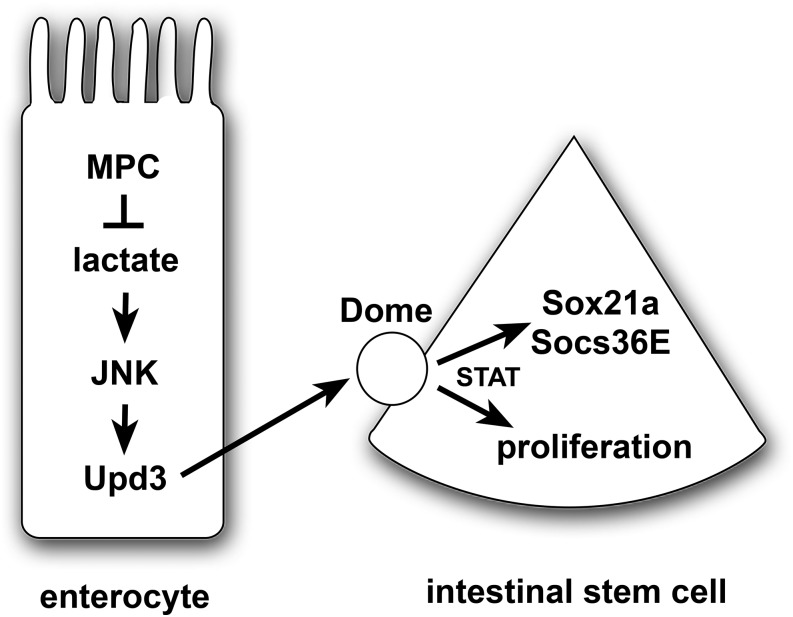
A model for the non-autonomous regulation of ISC proliferation by enterocyte pyruvate metabolism. A loss of the MPC in enterocytes results in increased lactate production by LDH, which activates the JNK stress signaling pathway and Upd3 expression. This secreted cytokine acts through the Dome receptor in ISCs to promote JAK/STAT signaling, resulting in up-regulation of Sox21a and Socs36E as well as stem cell proliferation. Note that this is a speculative model that is intended to summarize the conclusions from this study in the context of the well-established JNK/STAT stress response pathway in the intestine.

## References

[bib1] BachE. A., EkasL. A., Ayala-CamargoA., FlahertyM. S., LeeH., 2007 GFP reporters detect the activation of the Drosophila JAK/STAT pathway in vivo. Gene Expr. Patterns 7: 323–331. 10.1016/j.modgep.2006.08.00317008134

[bib2] BeebeK., LeeW. C., and MicchelliC. A., 2010 JAK/STAT signaling coordinates stem cell proliferation and multilineage differentiation in the Drosophila intestinal stem cell lineage. Dev. Biol. 338: 28–37. 10.1016/j.ydbio.2009.10.04519896937

[bib3] BonfiniA., LiuX., and BuchonN., 2016 From pathogens to microbiota: How Drosophila intestinal stem cells react to gut microbes. Dev. Comp. Immunol. 64: 22–38. 10.1016/j.dci.2016.02.00826855015

[bib4] BrickerD. K., TaylorE. B., SchellJ. C., OrsakT., BoutronA., 2012 A mitochondrial pyruvate carrier required for pyruvate uptake in yeast, Drosophila, and humans. Science 337: 96–100. 10.1126/science.121809922628558PMC3690818

[bib5] BuchonN., BroderickN. A., ChakrabartiS., and LemaitreB., 2009a Invasive and indigenous microbiota impact intestinal stem cell activity through multiple pathways in Drosophila. Genes Dev. 23: 2333–2344. 10.1101/gad.182700919797770PMC2758745

[bib6] BuchonN., BroderickN. A., PoidevinM., PradervandS., and LemaitreB., 2009b Drosophila intestinal response to bacterial infection: activation of host defense and stem cell proliferation. Cell Host Microbe 5: 200–211. 10.1016/j.chom.2009.01.00319218090

[bib7] Charlton-PerkinsM. A., SendlerE. D., BuschbeckE. K., and CookT. A., 2017 Multifunctional glial support by Semper cells in the Drosophila retina. PLoS Genet. 13: e1006782 10.1371/journal.pgen.100678228562601PMC5470715

[bib8] DengH., TakashimaS., PaulM., GuoM., and HartensteinV., 2018 Mitochondrial dynamics regulates Drosophila intestinal stem cell differentiation. Cell Death Discov. 4: 17 10.1038/s41420-018-0083-0PMC605648530062062

[bib9] GuoZ., LucchettaE., RafelN., and OhlsteinB., 2016 Maintenance of the adult Drosophila intestine: all roads lead to homeostasis. Curr. Opin. Genet. Dev. 40: 81–86. 10.1016/j.gde.2016.06.00927392294PMC5135564

[bib10] HerzigS., RaemyE., MontessuitS., VeutheyJ. L., ZamboniN., 2012 Identification and functional expression of the mitochondrial pyruvate carrier. Science 337: 93–96. 10.1126/science.121853022628554

[bib11] HochmuthC. E., BiteauB., BohmannD., and JasperH., 2011 Redox regulation by Keap1 and Nrf2 controls intestinal stem cell proliferation in Drosophila. Cell Stem Cell 8: 188–199. 10.1016/j.stem.2010.12.00621295275PMC3035938

[bib12] JiangH., and EdgarB. A., 2011 Intestinal stem cells in the adult Drosophila midgut. Exp. Cell Res. 317: 2780–2788. 10.1016/j.yexcr.2011.07.02021856297PMC6141237

[bib13] JiangH., GrenleyM. O., BravoM. J., BlumhagenR. Z., and EdgarB. A., 2011 EGFR/Ras/MAPK signaling mediates adult midgut epithelial homeostasis and regeneration in Drosophila. Cell Stem Cell 8: 84–95. 10.1016/j.stem.2010.11.02621167805PMC3021119

[bib14] JiangH., PatelP. H., KohlmaierA., GrenleyM. O., McEwenD. G., 2009 Cytokine/Jak/Stat signaling mediates regeneration and homeostasis in the Drosophila midgut. Cell 137: 1343–1355. 10.1016/j.cell.2009.05.01419563763PMC2753793

[bib15] JiangH., TianA., and JiangJ., 2016 Intestinal stem cell response to injury: lessons from Drosophila. Cell. Mol. Life Sci. 73: 3337–3349. 10.1007/s00018-016-2235-927137186PMC4998060

[bib16] KoehlerC. L., PerkinsG. A., EllismanM. H., and JonesD. L., 2017 Pink1 and Parkin regulate Drosophila intestinal stem cell proliferation during stress and aging. J. Cell Biol. 216: 2315–2327. 10.1083/jcb.20161003628663346PMC5551703

[bib17] LemaitreB., and Miguel-AliagaI., 2013 The digestive tract of Drosophila melanogaster. Annu. Rev. Genet. 47: 377–404. 10.1146/annurev-genet-111212-13334324016187

[bib18] LiH., ChawlaG., HurlburtA. J., SterrettM. C., ZaslaverO., 2017 Drosophila larvae synthesize the putative oncometabolite L-2-hydroxyglutarate during normal developmental growth. Proc. Natl. Acad. Sci. USA 114: 1353–1358. 10.1073/pnas.161410211428115720PMC5307464

[bib19] LinG., XuN., and XiR., 2010 Paracrine unpaired signaling through the JAK/STAT pathway controls self-renewal and lineage differentiation of drosophila intestinal stem cells. J. Mol. Cell Biol. 2: 37–49. 10.1093/jmcb/mjp02819797317

[bib20] Mattila, J., K. Kokki, V. Hietakangas and M. Boutros, 2018 Stem Cell Intrinsic Hexosamine Metabolism Regulates Intestinal Adaptation to Nutrient Content. Dev Cell 47**:** 112–121 e113. 10.1016/j.devcel.2018.08.011PMC617990330220570

[bib21] McCommisK. S., HodgesW. T., BrickerD. K., WisidagamaD. R., CompanV., 2016 An ancestral role for the mitochondrial pyruvate carrier in glucose-stimulated insulin secretion. Mol. Metab. 5: 602–614. 10.1016/j.molmet.2016.06.01627656398PMC5021712

[bib22] McGuireS. E., MaoZ., and DavisR. L., 2004 Spatiotemporal gene expression targeting with the TARGET and gene-switch systems in Drosophila. Sci. STKE 2004: pl6 10.1126/stke.2202004pl614970377

[bib23] MengF. W., and BiteauB., 2015 A Sox Transcription Factor Is a Critical Regulator of Adult Stem Cell Proliferation in the Drosophila Intestine. Cell Reports 13: 906–914. 10.1016/j.celrep.2015.09.06126565904

[bib24] MicchelliC. A., and PerrimonN., 2006 Evidence that stem cells reside in the adult Drosophila midgut epithelium. Nature 439: 475–479. 10.1038/nature0437116340959

[bib25] Miguel-AliagaI., JasperH., and LemaitreB., 2018 Anatomy and Physiology of the Digestive Tract of Drosophila melanogaster. Genetics 210: 357–396. 10.1534/genetics.118.30022430287514PMC6216580

[bib26] NaU., YuW., CoxJ., BrickerD. K., BrockmannK., 2014 The LYR factors SDHAF1 and SDHAF3 mediate maturation of the iron-sulfur subunit of succinate dehydrogenase. Cell Metab. 20: 253–266. 10.1016/j.cmet.2014.05.01424954417PMC4126850

[bib27] Obata, F., K. Tsuda-Sakurai, T. Yamazaki, R. Nishio, K. Nishimura *et al.*, 2018 Nutritional Control of Stem Cell Division through S-Adenosylmethionine in Drosophila Intestine. Dev Cell 44**:** 741–751 e743. 10.1016/j.devcel.2018.02.01729587144

[bib28] ObniskiR., SieberM. and SpradlingA. C., 2018 Dietary Lipids Modulate Notch Signaling and Influence Adult Intestinal Development and Metabolism in Drosophila. Dev. Cell 47: 98–111.e5. 10.1016/j.devcel.2018.08.01330220569PMC6894183

[bib29] OhlsteinB., and SpradlingA., 2006 The adult Drosophila posterior midgut is maintained by pluripotent stem cells. Nature 439: 470–474. 10.1038/nature0433316340960

[bib30] OsmanD., BuchonN., ChakrabartiS., HuangY. T., SuW. C., 2012 Autocrine and paracrine unpaired signaling regulate intestinal stem cell maintenance and division. J. Cell Sci. 125: 5944–5949. 10.1242/jcs.11310023038775

[bib31] SchellJ. C., OlsonK. A., JiangL., HawkinsA. J., Van VrankenJ. G., 2014 A role for the mitochondrial pyruvate carrier as a repressor of the Warburg effect and colon cancer cell growth. Mol. Cell 56: 400–413. 10.1016/j.molcel.2014.09.02625458841PMC4268416

[bib32] SchellJ. C., WisidagamaD. R., BensardC., ZhaoH., WeiP., 2017 Control of intestinal stem cell function and proliferation by mitochondrial pyruvate metabolism. Nat. Cell Biol. 19: 1027–1036. 10.1038/ncb359328812582PMC6137334

[bib33] SlaninovaV., KrafcikovaM., Perez-GomezR., SteffalP., TrantirekL., 2016 Notch stimulates growth by direct regulation of genes involved in the control of glycolysis and the tricarboxylic acid cycle. Open Biol. 6: 150155 10.1098/rsob.15015526887408PMC4772804

[bib34] TennessenJ. M., BarryW. E., CoxJ., and ThummelC. S., 2014 Methods for studying metabolism in Drosophila. Methods 68: 105–115. 10.1016/j.ymeth.2014.02.03424631891PMC4048761

[bib35] TeulierL., WeberJ. M., CrevierJ., and DarveauC. A., 2016 Proline as a fuel for insect flight: enhancing carbohydrate oxidation in hymenopterans. Proc. Biol. Sci. 283: 20160333 10.1098/rspb.2016.033327412285PMC4947884

[bib36] WangL., ZengX., RyooH. D., and JasperH., 2014 Integration of UPRER and oxidative stress signaling in the control of intestinal stem cell proliferation. PLoS Genet. 10: e1004568 10.1371/journal.pgen.100456825166757PMC4148219

[bib37] ZhaiZ., BoqueteJ. P., and LemaitreB., 2017 A genetic framework controlling the differentiation of intestinal stem cells during regeneration in Drosophila. PLoS Genet. 13: e1006854 10.1371/journal.pgen.100685428662029PMC5510897

[bib38] ZhaiZ., KondoS., HaN., BoqueteJ. P., BrunnerM., 2015 Accumulation of differentiating intestinal stem cell progenies drives tumorigenesis. Nat. Commun. 6: 10219 10.1038/ncomms1021926690827PMC4703904

How the deposited data were processed for this re-analysis (not part of the article)

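Intestinal RNA was measured in 2 experiments. In the first, *myo1A > mCherry-RNAi* controls were compared with *myo1A > dMPC1-RNAi* animals. In the second, precise excision controls were compared with *dMPC1* transheterozygous mutants. Of the 12 libraries that the labels describe, 8 were analysed here: *myo1A > mCherry-RNAi* replicates 1 and 3, *myo1A > dMPC1-RNAi* replicates 1, 2 and 3, precise excision replicate 2 and mutant replicates 1 and 2. The other 4 were not analysed here. Conditions and replicate numbers were taken from the sample labels and the paper's methods. The paper gives 4 biological replicates of 15 intestines per genotype for the RNAi experiment, and the labels number 3 libraries per genotype.

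The authors sequenced 50-cycle single reads and aligned them to the dm3 assembly. The paper names the USeq and DESeq packages, and the submitters' processing notes name Novoalign and DESeq. Tool versions, counting options, annotation release and use of strand are not given in the sources used here. The deposited tables hold, for 9981 genes, a normalized signal per library, which is the gene count that the authors divided by a size factor for that library. The mean over libraries in the authors' tables is identical in both experiments, so all libraries were scaled together. The deposited tables also hold the authors' own log2 fold changes and adjusted p-values for each comparison. These were used only to compare with the paper, in the part on differences.

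Each library's normalized values are whole multiples of its smallest value above 0. Whole reads were recovered by dividing by that step, and 100% of the 9981 values in each library came out whole within 0.001 of a read. The reads in genes were 14290610 and 14667770 in the *myo1A > mCherry-RNAi* libraries, 13103251, 12838791 and 14938336 in *myo1A > dMPC1-RNAi* replicates 1, 2 and 3, 12737636 in the precise excision library, and 21918521 and 7362983 in mutant replicates 1 and 2. For a gene with 0 reads in every library of a group, the least fold was given at a floor of 3 reads per library, which covers counting error only. The fits kept 0 reads as 0.

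The design written before the data were examined named edgeR for counts and limma for normalized values. The deposited values are normalized counts, so limma 3.58.1 in R 4.3.3 was used, with a mean-variance trend, on log2(normalized count + 1), over genes with a mean of at least 10 normalized counts in the libraries compared. Fold changes are on this log2 scale, which understates the change of low genes. Each experiment was fitted on its own libraries with no covariate. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and a log2 fold change of at least 0.6 in size, as in the paper's methods. The difference between the experiments was tested as an interaction in 1 limma fit of all 8 libraries, at an adjusted p of at most 0.01. The mutant comparison has 1 control library, which is assumed to vary like the mutants. p-values measure the spread between these samples, and the paper calls the replicates biological. In the 5 pairs of libraries of the same group, no 2 libraries differed by as little as sampling noise.

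Before the data were examined, 24 gene lists were fixed, with 359 entries of which 336 were found in the tables: genes of Figure 1B, JAK/STAT pathway, JNK pathway and its targets, EGFR pathway, antimicrobial peptides, IMD pathway regulators, cell cycle, progenitor genes, enterocyte serine proteases, sugar-digesting enzymes, enteroendocrine peptides, visceral muscle, fat body, egg chamber, Malpighian tubule and hemocyte genes, glycolysis and lactate, pyruvate dehydrogenase and TCA cycle, mitochondrial pyruvate carrier, proline and amino acid anaplerosis, lipid synthesis and breakdown, detoxification and oxidative stress, heat shock proteins, and ATF4 and serine/one-carbon genes. The genes of Figure 1B were chosen by the study on these samples. Each list was tested with limma's camera at a preset correlation of 0.01, adjusted over the lists of that experiment, with a threshold of 0.05. With an estimated correlation in its place, 0 lists passed in either experiment, against 15 in the RNAi experiment and 6 in the mutants with the preset one. That estimate rests on 3 residual degrees of freedom with RNAi and 1 in the mutants, so its failures decide little. limma's fry, planned beside camera, asks whether the genes of a list change in a common direction at all. With RNAi it passed the JNK, enteroendocrine and detoxification lists, which camera did not, but not the muscle and heat shock lists, which camera did. In mutants no list passed fry. Genes were named by a rule fixed at the same time: every gene the paper names in its RNA-seq results or targets in its genetics, the other carrier subunits, the 10 largest rises and the 10 largest falls per experiment among called genes whose libraries do not overlap between groups, and up to 4 members of each list with the smallest p. The folds and ranks in Figure 1B had been seen by then. Genes named outside this rule are said to be picked after their values were seen, apart from those found in the checks of neighbouring genes.

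The steps were tested on simulated counts drawn from the real means and library sizes. Genes of like expression were given the same spread, equal in all libraries, and the lone control varied like the mutants. In the data *myo1A > dMPC1-RNAi* replicate 1 differed more from replicates 2 and 3 than those did from each other. The shares recovered need not hold for these data. In the RNAi comparison, over 8950 genes, limma recovered 70.4% of genes changed by 1 on the log2 scale and 96.0% of those changed by 2. In the mutant comparison, over 8805 genes, it recovered 55.1% and 91.8%, and for the interaction, over 8942 genes, 19% and 80.6%. Other settings fixed before the data were examined were DESeq2 1.42.0 on the recovered reads, a pseudocount of 0.1, no filter on low genes, an adjusted p of at most 0.05 with no fold minimum, all libraries in 1 fit, the replicate number as a block, and leaving out each library. Added later were edgeR 4.0.16 on the recovered reads, DESeq2 with shrunken fold changes, and leaving out each mutant library in the fit of all libraries. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

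Gene names come from the deposited tables, and 9791 of the 9981 gene IDs were found in the annotation of the BDGP6 assembly, which was used only for names, chromosome arms, neighbours and overlaps. No coordinates are given, since the authors used dm3. Reads of near-identical genes (*Drosomycin*-like, Turandot, Hsp70, GstD, trypsin and Jonah, lysozyme, maltase, yolk protein and Cyp12d1 genes) could be split by the authors' counting, so values of single members are uncertain. Since the use of strand is not given, reads from genes that overlap on opposite strands cannot be told apart.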

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

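Of the tests in this part, those of the size factors, of a common scaling factor and of egg chamber RNA in replicate 1 were chosen only after the results were seen, as were edgeR and the fits without 1 mutant library.

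The effect of *dMPC1* RNAi differed from that of the *dMPC1* mutation for 777 genes in limma's interaction test (687 by edgeR). The number was 121 without control replicate 1, 175 without control replicate 3, 1633, 285 and 327 without *myo1A > dMPC1-RNAi* replicates 1, 2 and 3, and 264 without mutant replicate 2. The log2 change with RNAi minus that in mutants was 5.10 for *TotC*, 4.29 for *upd2*, 4.66 for *upd3*, 3.41 for *Sox21a*, 2.48 for *Socs36E* and 12.18 for *Drsl2*. The other genes of Figure 1B, *Drsl3* (2.54, adjusted p = 0.110 from limma) and *dome* (0.85, adjusted p = 0.01002), did not pass the test. The difference was 5.82 for Mpc1, whose RNA was lost further in the mutants, −1.96 for *CG9396* and 2.05 for *ImpL3*. Of the 8 genes of Figure 1B, 0 were higher in mutants by limma (2 at an unadjusted p under 0.05, of which *Drsl2* was called lower), 0 by DESeq2 and 0 by edgeR. Among other genes called in opposite directions, the difference was 14.04 for *CG3264*, 10.25 for *CG8147*, 8.40 for *Jon66Cii*, 7.86 for *CNMa* and −7.18 for *LysS*. By list, the difference passed the test for 4 genes of the JAK/STAT pathway, 3 of the EGFR pathway, 14 of the cell cycle, 5 progenitor genes, 9 serine proteases, 3 visceral muscle genes, 3 of glycolysis, 4 of pyruvate dehydrogenase and the TCA cycle, 3 of proline and amino acid anaplerosis, 3 of lipid metabolism, 7 of detoxification and 3 heat shock proteins.

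With RNAi 22 of 30 cell cycle genes and 5 of 13 JAK/STAT genes rose, and in mutants 0 of 29 cell cycle genes (5 at an unadjusted p under 0.05, 1 lower by DESeq2, 0 by edgeR) and 0 of 14 JAK/STAT genes (0 at an unadjusted p under 0.05, 0 by DESeq2, 0 by edgeR) were called by limma. Scaling centres the typical gene, so the median difference of −0.0075 over all tested genes decides nothing about the authors' size factors, but a factor common to all genes leaves the gap between the cell cycle genes and the typical gene as it is, and that gap was 3.20 (2.06 for the lower quartile of the cell cycle genes). Egg chamber RNA in *myo1A > dMPC1-RNAi* replicate 1 is argued against by the fit without that library, where the median log2 fold change of the cell cycle genes was 2.52. What stays open is a high level in the lone control of the mutants: 96.7% of cell cycle genes stood above both *myo1A > mCherry-RNAi* libraries in the precise excision library, with a median log2 difference of 1.73, so this library may lack the low baseline that a rise needs (7 of 8 genes of Figure 1B and 9 of 13 of the JAK/STAT list also stood above both there, with medians of 1.93 and 0.14, and 5.52 for *Drsl2*, 3.35 for *upd3*, 2.91 for *TotC*, 2.29 for *Sox21a*, 1.49 for *Socs36E* and 1.47 for *upd2*). Both mutant libraries also stood above both *myo1A > mCherry-RNAi* libraries for 25 of 30 cell cycle genes (median log2 differences 1.61 and 0.93), so the high level is not confined to the control. Of 3 egg chamber genes, the precise excision library did so for 2 (1.96) and both mutant libraries for 0 (−0.51 and 0.42). The excess of *myo1A > dMPC1-RNAi* replicate 1 over replicates 2 and 3, scaled by *osk* and *nos*, served as an assumed egg chamber profile. It covered a median of 12.3% of the excess of 29 cell cycle genes in the precise excision library. This is an estimate, and whether egg chamber RNA there, genotype, driver or age matters was not tested.

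In *dMPC1* mutants, whose genes the paper gives in Table S1, 115 genes rose and 210 fell, with the numbers under other fits given where the data are described. The following counts of mutant genes are followed by those in the fit of all libraries together, and by those in that fit without mutant replicate 1 and without mutant replicate 2. Serine proteases that fell numbered 11 (7, 4 and 8), sugar-digesting enzymes that rose 7 (0, 1 and 1), visceral muscle genes that fell 4 (4, 1 and 1), fat body genes that fell 4 (4, 2 and 2), hemocyte genes that fell 3 (0, 0 and 0) and detoxification genes that fell 3 (0, 0 and 0).

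In *myo1A > dMPC1-RNAi* intestines, members of further lists were called, among them some genes that the paper discusses (*Drsl2* and *Drsl3* among the antimicrobial peptides, *Sox21a* among the progenitor genes). The antimicrobial peptide and detoxification lists did not pass camera as a whole. With an estimated correlation, which rests on 3 residual degrees of freedom, 0 lists did, and this decides little. The detoxification list passed fry (adjusted p = 0.0174) and the antimicrobial peptide list did not (adjusted p = 0.0649). The following counts are followed by those without control replicate 1, control replicate 3, and *myo1A > dMPC1-RNAi* replicates 1, 2 and 3. Cell cycle genes that rose numbered 22 (10, 15, 24, 12 and 13), progenitor genes that rose 6 (2, 2, 7, 4 and 4) and antimicrobial peptide genes that rose 3 (0, 2, 3, 1 and 2). Among serine proteases 3 rose (1, 2, 6, 2 and 3) and 13 fell (6, 7, 13, 8 and 12). Fat body genes that fell numbered 3 (1, 3, 4, 2 and 3), genes of glycolysis 4 (0, 1, 4, 2 and 2), of pyruvate dehydrogenase and the TCA cycle 5 (0, 1, 5, 3 and 4), of proline and amino acid anaplerosis 4 (0, 0, 4, 2 and 1) and of lipid metabolism 7 (1, 2, 8, 6 and 7). Among detoxification genes 11 rose (3, 3, 11, 4 and 6) and 4 fell (0, 1, 5, 2 and 2). Heat shock protein genes that rose numbered 4 (2, 3, 6, 4 and 4).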

How the results depend on the processing

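The edgeR and shrunken DESeq2 fits and the fits without 1 mutant library were chosen after the data were seen. With *dMPC1* RNAi, 627 genes rose and 599 fell, and of the 1226 called genes 1210 stayed called by DESeq2 on recovered reads, 1130 by edgeR, 1201 with a pseudocount of 0.1, 1195 with no filter and 1182 with all libraries in 1 fit. In these fits 0 called genes changed sign. An adjusted p of at most 0.05 with no fold minimum gave 1388 higher and 1596 lower. Leaving out 1 library gave 128 to 895 higher and 59 to 1040 lower, and 5 to 8 genes of Figure 1B, with the lowest numbers without control replicate 1, where 1 control library is assumed to vary like the others. In mutants, 115 rose and 210 fell. No filter on low genes gave 0 and 0 (1842 genes at an unadjusted p under 0.05, prior degrees of freedom 2.46 in place of 6.30), the looser threshold 333 and 491, edgeR 33 and 99, and all libraries in 1 fit 47 higher. Leaving out 1 mutant library in that last fit, which called 147 lower, gave 18 to 28 higher and 73 to 79 lower. Leaving out the precise excision library gave no value. Genes called in the same direction in both experiments numbered 70 (107 by DESeq2, 0 with no filter, 64 with all libraries in 1 fit, 227 at the looser threshold, 34 by edgeR, 31 and 44 without mutant replicates 1 and 2, 18 to 91 without 1 library). Those in opposite directions numbered 52 (86 by DESeq2, 0 with no filter, 205 at the looser threshold, 28 with all libraries in 1 fit, 18 by edgeR, 86 by shrunken DESeq2, 32 and 16 without mutant replicates 1 and 2, 15 to 79 without 1 library). The change differed between the experiments for 777 genes (1886 at the looser threshold, 264 without mutant replicate 2, 121 to 1633 without 1 library). With an estimated correlation, the lists that passed went from 15 to 0 with RNAi and from 6 to 0 in mutants. That estimate rests on 3 and 1 residual degrees of freedom, so these failures decide little. Beyond the construction of each fit, the cause was not tested.

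With the replicate number as a block, which pairs 2 control with 2 *myo1A > dMPC1-RNAi* libraries, 392 genes rose, 447 fell, 7 genes of Figure 1B rose (*dome* had an adjusted p of 0.0140 from limma), 133 genes differed between the experiments and 16 lists passed. Libraries of the same number had correlations of deviations of −0.229 and −0.156, and those of unlike numbers 0.229 and 0.156. The deviations of 2 control libraries mirror each other, so these values cannot tell whether a number marks a shared batch. Nothing in the paper or labels says that it does. No paired analysis of the mutant comparison was possible because the mutant and precise excision libraries share only 1 replicate number.

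Of 221 results for named genes, the direction changed in few. *Fcp3C* (log2 −0.01 with RNAi) was 0.0367 by DESeq2, 0.0533 in the fit with the block, 0.0552 by edgeR, 0.0273 by shrunken DESeq2 and −0.22 to 0.14 without 1 library. Without 1 library, *Hml* (−0.42) lay between −0.97 and 0.13 and *PPO1* (−0.49) between −1.26 and 0.29. In mutants without 1 library, *upd2* (0.56) lay between −0.0621 and 1.17, *TotC* (−0.41) between −0.82 and 0.0002, and *upd3* (−0.55) between −1.20 and 0.10. None of these was called, and the cause was not tested. Of simulated log2 changes of 1, limma recovered 70.4% in the RNAi comparison and 55.1% in the mutants. The simulation used an equal spread in all libraries, so these shares need not hold for the data. How recovery depends on depth or expression level was not tested.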

Differences from the paper's values

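Values here are folds on the scale of log2(normalized count + 1), and the paper's come from Figure 1B, whose statistic is the authors' fold change. The authors' deposited folds are 6.45 for *Drsl2*, 7.45 for *Drsl3*, 13.1 for *TotC* and *upd2* and 9.43 for *upd3*, close to the figure. The differences in fold below thus lie between the authors' estimates and those here, not in the reading of the figure. DESeq2 with shrunken folds and edgeR were chosen after seeing the values.

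The paper's fold for *Drsl2* is about 6.5 in Figure 1B, read by eye, and the value here is 51.5. Of the alternatives set before the data were examined, 38.8 without *myo1A > dMPC1-RNAi* replicate 3 and 32.0 without control replicate 1 did not count as differing, since a value here must lie outside both the replicate SD (35.7 for *Drsl2*) and 1.5-fold of the paper's, and these lie inside the SD alone. The other 9 differed, up to 82.9 without control replicate 3. For *Drsl3* the paper's fold is about 7.5 in Figure 1B and the value here 17.8, with 8.43 without control replicate 1 the only alternative that did not differ, and 37.5 without control replicate 3. For *TotC* the paper's fold is about 13 in Figure 1B and the value here 25.9, with 19.1 without control replicate 3 the only alternative that did not differ, and 35.1 without control replicate 1. For *upd2* the paper's fold is about 13 in Figure 1B and the value here 28.8, and all 11 alternatives differed (21.8 to 38.0 without 1 library). For *upd3* the paper's fold is about 9.5 in Figure 1B and the value here 17.3, with 12.3 without control replicate 1, inside 1.5-fold alone, the only alternative that did not differ, and 24.5 without control replicate 3.

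Ranks in the paper and here are by different folds over different sets of genes. In the authors' sheet of 612 higher genes, *Drsl2* has rank 50 and *TotC* 11, and the ranks here are among 627 genes. The paper's rank of *Drsl2* by fold change is about 50 in Figure 1B and the rank here 7, and all 10 alternatives that call it lay outside 1.5-fold. The paper's rank of *TotC* is about 11 in Figure 1B and the rank here 19, with 13 without *myo1A > dMPC1-RNAi* replicate 2 and 10 without control replicate 1 inside 1.5-fold, no other alternative so, and 27 without control replicate 3.

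DESeq2 with shrunken folds, chosen after seeing the values, gave folds of 7.73 for *Drsl2*, 8.16 for *Drsl3*, 15.3 for *TotC*, 16.1 for *upd2* and 13.3 for *upd3*, and ranks of 46 for *Drsl2* and 13 for *TotC*. It drops 105 of the 1506 genes that the authors' deposited table calls with RNAi at the paper's thresholds, and limma drops 319 of them. In the authors' deposited table 755 genes are higher and 751 lower with RNAi at those thresholds, and 170 higher and 338 lower in the mutants, against 627 and 599, and 115 and 210, here.

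The sheets of Table S1 for RNAi carry a p of 0.001 in their names. Of the 612 genes in the sheet of higher genes, 25 have an adjusted p above 0.001, up to 0.0499, as do 24 of the 649 in the sheet of lower genes, up to 0.00143.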

Other observations

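Of the tests in this part, those on the depth of replicate 1, on its share over genes called without it, on genes called in opposite directions and on the 9 genes of 3 libraries were chosen only after the result was seen, as were the edgeR fits and the fits without 1 mutant library.

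In *myo1A > dMPC1-RNAi* intestines, genes were called in several lists of digestion, metabolism and stress. With an estimated correlation 0 lists passed camera, which decides little at 3 residual degrees of freedom. The counts without each library are those given above for the same lists. Of 26 serine proteases, 13 fell and 3 rose (13 and 4 when adjusted over the list alone), with *Jon74E* at −1.80, *Jon25Biii* at −1.61, *Jon99Ciii* at −1.88 and *Jon66Cii* at 2.69 in log2 fold change. camera gave an adjusted p of 0.00148 for lower expression, and an adjusted p = 0.356 with an estimated correlation. Of 15 genes of lipid metabolism, 7 fell (7 when adjusted over the list alone), with *Lsd-1*, a lipid droplet perilipin gene that overlaps a gene on the opposite strand, going from 1539 ± 147 (SD, n = 2) to 547 ± 18.5 (SD, n = 3) normalized counts (camera adjusted p = 0.00328, and adjusted p = 0.317 with an estimated correlation). Of 22 genes of pyruvate dehydrogenase and the TCA cycle, 5 fell (5 when adjusted over the list alone), led by the isocitrate dehydrogenase gene *Idh* at −1.07 and the pyruvate dehydrogenase kinase gene *Pdk* at −0.95 (camera adjusted p = 1.56e-05, and adjusted p = 0.317 with an estimated correlation). Without control replicate 1 the adjusted p from limma was 0.0157 for *Idh* and 0.0120 for *Pdk*, and without control replicate 3 it was 0.0101 for *Pdk*, so these calls were lost there. Of 14 genes of glycolysis, 4 fell and 0 rose (4 and 1 when adjusted over the list alone; camera adjusted p = 7.30e-04, and adjusted p = 0.386 with an estimated correlation). Of 10 genes of proline and amino acid anaplerosis, 4 fell (4 when adjusted over the list alone; camera adjusted p = 8.80e-04, and adjusted p = 0.317 with an estimated correlation). Of 3 carrier genes 2 fell (3 when adjusted over the list alone; camera adjusted p = 0.00564, and adjusted p = 0.317 with an estimated correlation), and 1 did without control replicate 1, control replicate 3 or *myo1A > dMPC1-RNAi* replicate 2. Of 5 fat body genes, 3 fell (4 when adjusted over the list alone), with the lipoprotein gene *Rfabg* at −1.93 (camera adjusted p = 0.00142, and adjusted p = 0.356 with an estimated correlation). Of 11 heat shock protein genes, 4 rose and 1 fell (6 and 1 when adjusted over the list alone), and *Hsp27* went from 28.8 ± 1.95 (SD, n = 2) to 331 ± 76.1 (SD, n = 3) normalized counts (camera adjusted p = 0.00772, and adjusted p = 0.520 with an estimated correlation). The heat shock list did not pass fry (adjusted p = 0.0617). Of 30 detoxification genes, 11 rose and 4 fell (12 and 4 when adjusted over the list alone), with the glutathione transferase gene *GstD2* at 3.83 and *GstD9* at 1.93, close copies that may share reads. That list did not pass camera (adjusted p = 0.354) but passed fry for higher expression (adjusted p = 0.0174). Its median of −0.01 and mean of 0.38 differ in sign.

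Smaller counts came from the remaining lists with RNAi. Of 5 Malpighian tubule genes 2 fell (4 when adjusted over the list alone; camera adjusted p = 0.00607, and adjusted p = 0.317 with an estimated correlation), with 0 without control replicate 1, 1 without control replicate 3 and 4 without *myo1A > dMPC1-RNAi* replicate 1. Of 14 sugar-digesting enzymes *Mal-B1* alone was called lower (1 when adjusted over the list alone; camera adjusted p = 0.749), and its call was lost without control replicate 1 (adjusted p = 0.0504), control replicate 3 (0.0588) or *myo1A > dMPC1-RNAi* replicate 3 (0.0208). Of 11 IMD pathway regulators *PGRP-SD* alone was called, higher (1 when adjusted over the list alone; camera adjusted p = 0.410), and its call was lost without control replicate 1 (adjusted p = 0.0308), control replicate 3 (0.0275), *myo1A > dMPC1-RNAi* replicate 2 (0.0111) or *myo1A > dMPC1-RNAi* replicate 3 (0.0198). Of 11 ATF4 and serine/one-carbon genes 2 rose and 2 fell (2 and 2 when adjusted over the list alone; camera adjusted p = 0.600, median 0.18 and mean −0.01), with 0 and 0 without control replicate 1, control replicate 3 or *myo1A > dMPC1-RNAi* replicate 3, and 0 and 1 without *myo1A > dMPC1-RNAi* replicate 2. Of 6 hemocyte genes 0 were called by limma (2 at an unadjusted p under 0.05, 0 by DESeq2, 0 by edgeR; camera adjusted p = 0.208).

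In *dMPC1* mutants, of 26 serine proteases, 11 fell (17 when adjusted over the list alone; camera adjusted p = 1.29e-15, and adjusted p = 0.894 with an estimated correlation). That estimate rests on 1 residual degree of freedom in mutants, so failing it decides little. In mutants no list passed limma's fry, planned beside camera. The adjusted p from fry was 0.358 for the proteases, 0.238 for the sugar-digesting enzymes, 0.169 for visceral muscle and 0.729 for the cell cycle. *Jon99Fi* went from 38012 to 6823 and 6720 normalized counts and *Jon66Ci* from 1295.5 to 96.7 and 109, calls that held in the fit of all libraries together and without either mutant library. Of 14 sugar-digesting enzymes, 7 rose (10 when adjusted over the list alone; camera adjusted p = 3.93e-08, and adjusted p = 0.894 with an estimated correlation). The maltase gene *Mal-A7*, which has close copies, went from 699 to 12073 and 15974.5 normalized counts, and its adjusted p from limma was 0.0214 in the fit of all libraries together, and in that fit 0.0633 without mutant replicate 1 and 0.0948 without mutant replicate 2. Of 15 visceral muscle genes, 4 fell (8 when adjusted over the list alone; camera adjusted p = 2.27e-10, and adjusted p = 0.894 with an estimated correlation), among them the actin gene *Act57B* at −1.31. Of 6 fat body genes, 4 fell and 1 rose (4 and 1 when adjusted over the list alone; camera adjusted p = 1.87e-04, and adjusted p = 0.894 with an estimated correlation). The yolk protein gene *Yp2* went from 13915 to 2208 and 2224 and *Rfabg* from 4333 to 765 and 831. Of 7 hemocyte genes, 3 fell (6 when adjusted over the list alone; camera adjusted p = 9.37e-07, and adjusted p = 0.894 with an estimated correlation). In the precise excision library 6 of 6 hemocyte genes stood above both *myo1A > mCherry-RNAi* libraries, with a median log2 difference of 2.24, as did 12 of 15 visceral muscle genes (0.35) and 4 of 5 fat body genes (0.48). For the proteases it was 13 of 26 (0.01) and for the sugar-digesting enzymes 6 of 14 (−0.18). The cell cycle list passed camera for lower expression (adjusted p = 0.0342, and adjusted p = 0.917 with an estimated correlation). Of 9 antimicrobial peptide genes 2 rose and 1 fell, of 32 detoxification genes 2 rose and 3 fell, and 1 gene each was called among 10 IMD pathway regulators, 5 tubule genes, 14 glycolysis genes, 15 lipid genes, 11 ATF4 genes and 3 carrier genes. In the fit of all libraries together, Mpc1, *Drsl2*, *GstE6* and *CG11899* stayed called among these, and the others were lost. In that fit *Drsl2*, *GstE6* and *CG11899* were lost without mutant replicate 1 (adjusted p from limma 0.0172, 0.0214 and 0.0171) and without mutant replicate 2 (0.0210, 0.0424 and 0.0163). Among the other lists, limma called 0 genes: JNK (1 at an unadjusted p under 0.05), EGFR (3), progenitor (3), enteroendocrine (3), pyruvate dehydrogenase and TCA cycle (3), proline (5) and heat shock (3) genes. DESeq2 called 1 enteroendocrine gene higher and 1 lower and 1 proline gene lower, and edgeR called 0 in these lists.

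Calls of the experiments overlapped in both directions. Among 8613 genes tested in both, 57 fell in both (14.2 expected from independent lists, Fisher's exact test across genes, adjusted p = 5.92e-20) and 13 rose in both (7.64 expected, adjusted p = 0.0559 from Fisher's exact test). Genes are not independent, so these p-values are too small. *Cht9*, picked after its values were seen, stood at 10249 and 8628 normalized counts in the *myo1A > mCherry-RNAi* libraries, 646 to 791 in the *myo1A > dMPC1-RNAi* libraries, 3213 in the precise excision library and 260 and 330 in the mutants. In opposite directions, 31 genes rose with RNAi and fell in mutants (14.5 expected, adjusted p = 6.32e-05 from Fisher's exact test), and 21 fell with RNAi and rose in mutants (7.5 expected, adjusted p = 2.68e-05 from Fisher's exact test). For *CG3264* the normalized counts were 4.38 and 2.08 in the *myo1A > mCherry-RNAi* libraries, 249 to 727 in the *myo1A > dMPC1-RNAi* libraries, 794 in the precise excision library, and 3.72 and 5.13 in the mutants. For *LysS*, a lysozyme gene with close copies, they were 5595 and 6117, then 359 to 683, then 373, then 3921 and 5278. The genes called in the same direction numbered 70, with 18 without control replicate 1, 31 without control replicate 3, 64 with all libraries in 1 fit, and 31 and 44 where the mutant calls came from that fit without mutant replicates 1 and 2. Those in opposite directions numbered 52, with 15 and 19 without those control replicates, 79 without *myo1A > dMPC1-RNAi* replicate 1, 28 with all libraries in 1 fit, and 32 and 16 without the mutant replicates.

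Leaving out *myo1A > dMPC1-RNAi* replicate 1 raised the calls to 895 and 1040, which raised the hypothesis that this library lies nearer the controls than replicates 2 and 3. Over genes called with it included, a choice that favours genes where it changed as much, it reached a median of 0.997 of the rise and 0.923 of the fall of those replicates, and over genes called without it, a choice that favours the others, 0.891 and 0.739, so how much nearer it lies stays open. A weaker knockdown is argued against, with Mpc1 at 1.04 times its mean there, as is a lower depth, with 102% of the reads of the shallower replicate. A large share of control RNA mixed into replicate 1 is argued against by values chosen after they were seen. *CG32379* and *CR45361*, among the largest falls, had means of 168 and 142 normalized counts in controls and 0 in replicate 1. Such a share would also have raised Mpc1. A small share stays open: 55.1% of 49 genes nearly silent in the controls stood at 90% or more of their mean in replicates 2 and 3 (44.2% of 43 genes chosen without replicate 1). The bound of 25% set beforehand was wrong. With a scatter of 0.568 to 0.608 (SD of log2 differences) between these libraries, a small admixture would leave about as many there. Egg chamber transcripts set it apart from the others. Replicates 2 and 3 differed less from each other (SD of log2 differences 0.303), so the spread within the group is smaller without replicate 1. Whether that is why the calls rise without it was not tested.

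Genes near 0 in every library of one genotype and expressed in every library of the other could mark chromosome segments of another strain. There were 22 such genes with RNAi and 11 in mutants. With RNAi 13.6% had another such gene among the 10 nearest on either side (*CG7298*, *CR32224* and *CG7017*), against a median of 0% and a 95th percentile of 18.2% over 10000 random sets matched on mean expression. In mutants the share was 0%. Since the random median is itself 0%, a share at that median, which had been set as the bound against segments, excludes nothing, and both cases stay open. No biological explanation was tested.

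Among the 20 genes nearest to Mpc1, *CG7720* alone was called in mutants (log2 −2.31, adjusted p = 1.29e-04 from limma). A group of 9 genes, *CG43255*, *CG32277*, *Ser12*, *CG7443*, *CG9897*, *CG31681*, *CG43074*, *CG43090* and *CG32834*, picked after their values were seen, was high in control replicate 3, *myo1A > dMPC1-RNAi* replicate 1 and mutant replicate 2. *CG43074* stood at 314, 513 and 1868 normalized counts there and at 7.44 to 24.7 in the other 5 libraries.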
